A study of Mus musculus with 9 samples. Its data were reported in "Perivascular tenascin C triggers sequential activation of macrophages and endothelial cells to generate a pro-metastatic vascular niche in the lungs" (2022).

How the data were processed

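Gene expression was measured in mouse bone marrow-derived macrophages, which are macrophages grown from bone marrow progenitors in macrophage colony-stimulating factor (M-CSF). According to the labels, BALB/c marrow was cultured for 7 days and the cells were kept overnight in medium with 1% serum before treatment. The 9 arrays fell into 3 groups of 3 by their labels. For untreated cells the labels name no addition. In TNC + vehicle, cells were given 0.1% DMSO for 1 h and then 2 µg/ml recombinant tenascin C (TNC), an extracellular matrix glycoprotein, for 6 h. In TNC + TLR4i, cells were given 3 µM TAK-242, a small molecule that binds Toll-like receptor 4 (TLR4) inside the cell and blocks its signalling, for 1 h before the same TNC treatment. The labels do not give the untreated cells a vehicle, and do not say that they went without it. No group of these 9 arrays was labelled as vehicle alone, inhibitor alone or an endotoxin control. By the labels, the contrast with untreated cells therefore holds TNC and vehicle together, and TNC + TLR4i against untreated holds TNC and inhibitor together. The labels call the arrays of a group biological replicates and do not say whether they came from separate mice.

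The authors normalized the Affymetrix mouse arrays by robust multiarray averaging (RMA) in Chipster and deposited 1 log2 value per probe set and array. RMA corrects the background, gives all arrays of a series the same distribution by quantile normalization, and summarises the probes of a probe set. The log base was checked from the values, which ran from 5.44 to 14.69: the same numbers read as natural or decimal logarithms would exceed the range of a scanner. RMA leaves a floor under dim probe sets, so the fold change of a weakly expressed gene is understated, and no detection call was used here. Quantile normalization would also hide a change of total RNA between groups.

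The values covered 45101 probe sets, of which 64 array controls were left out of all tests, leaving 45037. Probe sets were named through a platform annotation table. It gave 34945 of them 1 gene, 932 several genes and 9160 none, and only those with 1 gene were named. Updating symbols through gene identifiers changed 0 of them. Each gene was represented by its probe set with the highest mean over the 9 arrays, which gave 18193 genes, of which 9010 had more than 1 probe set. The number of arrays limits the precision, and each array's median lay between 6.72 and 6.74.

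Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), on the 6 arrays of the 2 groups compared, two-sided, with Benjamini-Hochberg adjustment over the 45037 probe sets. A gene was called at an adjusted p under 0.05 and a change of at least 1.5-fold. The study's own analysis used an empirical Bayes test with the same adjustment, and the replicate number was not used as a block. A total of 31 gene lists, holding 626 genes of which 560 were measured, were written before the data were examined, as were the test, its thresholds and the processing alternatives. They covered inflammatory cytokines, chemokines, interferon-stimulated genes, the NF-kB pathway with its negative feedback, Toll-like receptor pathway components, nitric oxide with arginine and prostaglandin synthesis, alternative activation, matrix remodelling, antigen presentation, glycolysis, sterol synthesis, cholesterol efflux, cell cycle, cell death, acute phase proteins, oxidative stress, the unfolded protein response, lysosome, sex-linked genes, markers of 10 cell types, the study's 4 endothelial niche factors and the secreted proteins that the study chose on these samples. Lists were tested with limma's camera, two-sided, with a preset correlation between genes of 0.01 and adjustment over the 31 lists. They were tested again with an estimated correlation and with fry, which asks whether a list's genes move, on balance, one way and does not compare them with other genes.

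The genes named in the text followed a rule set before the data were examined. It took the study's activation markers, its niche factors, Tnc, Tlr4 and the TLR4 co-receptors. From each comparison it took the 8 largest rises and 8 largest falls among called genes whose groups did not overlap. It took up to 4 members of each list by size of change, and it took the genes with the largest change left in TNC + TLR4i against untreated that were also called with TNC. Any other gene is named as chosen after its values were seen.

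Alternatives were 1 fit over all 9 arrays, a replicate block, dim probe sets left out, array medians centred, cyclic loess, eBayes with trend and robust settings, array weights, the mean of a gene's probe sets, an adjusted p under 0.01, no minimum fold, a minimum fold of 2, treat (a limma test against a fold of 1.5 in place of 1), each array left out in turn, and the other list tests. The fit was tested on simulated data with 200 changed probe sets, at means and a spread estimated from the data. The smallest simulated change was 2-fold, so recovery of changes near 1.5-fold was not tested. TNC + TLR4i against untreated was not simulated. At 2-fold, 100% of 67 changed probe sets were recovered in the simulation of TNC + vehicle against untreated, with 0 false calls among 45037, and 100% of 67 in that of TNC + TLR4i against TNC + vehicle, with 3 false calls. Comparisons that share arrays were set against 20 simulations of unchanged groups sharing the same arrays. Gene families formed by shared symbol stems were tested with Fisher's exact test, one-sided, and the result of 1 family is not reported here.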

Results

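The data were 9 microarrays of bone marrow-derived macrophages, 3 untreated, 3 given recombinant TNC after vehicle and 3 given TNC after the TLR4 inhibitor TAK-242 (TLR4i). Values are log2 RMA signals, and a difference of 1 is a doubling. The arrays had near-equal medians, from 6.72 to 6.74, and the 3' minus 5' signal of the GAPDH control, a sign of RNA integrity, lay between -0.35 and -0.26 in all 9. For the actin control it was 0.21 to 0.22 in TNC + vehicle, 0.29 to 0.32 in untreated and 0.30 to 0.37 in TNC + TLR4i arrays.

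The first principal component held 73.2% of the variance and set the TNC + vehicle arrays, at 42.4 to 49.7, apart from the untreated arrays, at -23.8 to -18.2, and the TNC + TLR4i arrays, at -26.5 to -25.7. Across probe sets, arrays of TNC + vehicle and untreated correlated at 0.973 to 0.979, while arrays of TNC + TLR4i and untreated correlated at 0.9945 to 0.9959, close to but partly below untreated arrays among themselves, 0.9954 to 0.9964, and TNC + TLR4i arrays among themselves, 0.9957 to 0.9960.

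**Figure D1:**
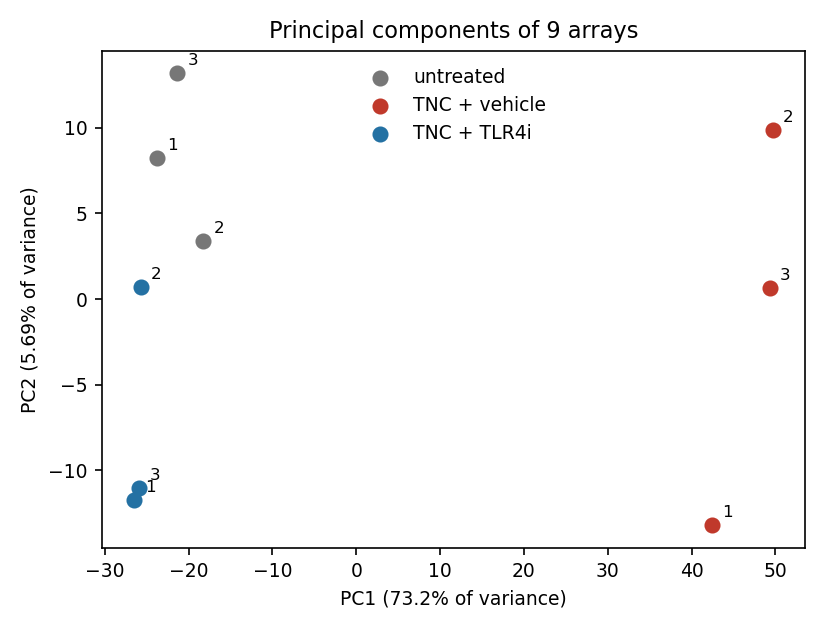
First and second principal components of the 9 arrays, with each point an array, its colour the group and its number the replicate. The TNC + vehicle arrays lie at 42.4 to 49.7 on the first component, which holds 73.2% of the variance, and the other 6 arrays lie below -18.

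The first comparison asked how macrophages respond to TNC. TNC + vehicle macrophages carried a strong inflammatory programme relative to untreated cells. The largest rise was in Acod1, which makes the antimicrobial metabolite itaconate: its signal was 7.46 ± 0.33 (SD, n = 3) in untreated and 13.47 ± 0.09 (n = 3) in TNC + vehicle arrays, a 64.4-fold rise. Rises were called in 11 of 23 inflammatory cytokines, 16 of 26 chemokines, 37 of 40 interferon-stimulated genes and 16 of 18 sterol synthesis genes, and falls in 9 of 23 genes of alternative activation, among them the lectin Clec10a (6.83-fold lower). Camera called these 5 lists, and each call was lost with an estimated correlation (adjusted p = 0.22, 0.0524, 0.192, 0.186 and 0.0863). In all, 680 genes rose and 736 fell, of which 339 and 179 changed by 2-fold or more.

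Of the 4 activation markers used by the study, 3 were called. Tnf rose 6.37-fold (log2 change 2.67 ± 0.09 SE; limma adjusted p = 3.29e-09), Il1b 15.3-fold (3.94 ± 0.14; 6.24e-09) and Il6 3.94-fold (1.98 ± 0.11; 1.44e-07). Il6 was at 6.10 ± 0.07 in untreated cells, near the floor of the arrays, where folds are understated. Nos2, the inducible nitric oxide synthase, was 6.44 ± 0.10 untreated and 6.92 ± 0.15 with TNC, a 1.40-fold difference that passed the limma test (adjusted p = 0.00137) but not the 1.5-fold threshold.

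**Figure D2:**
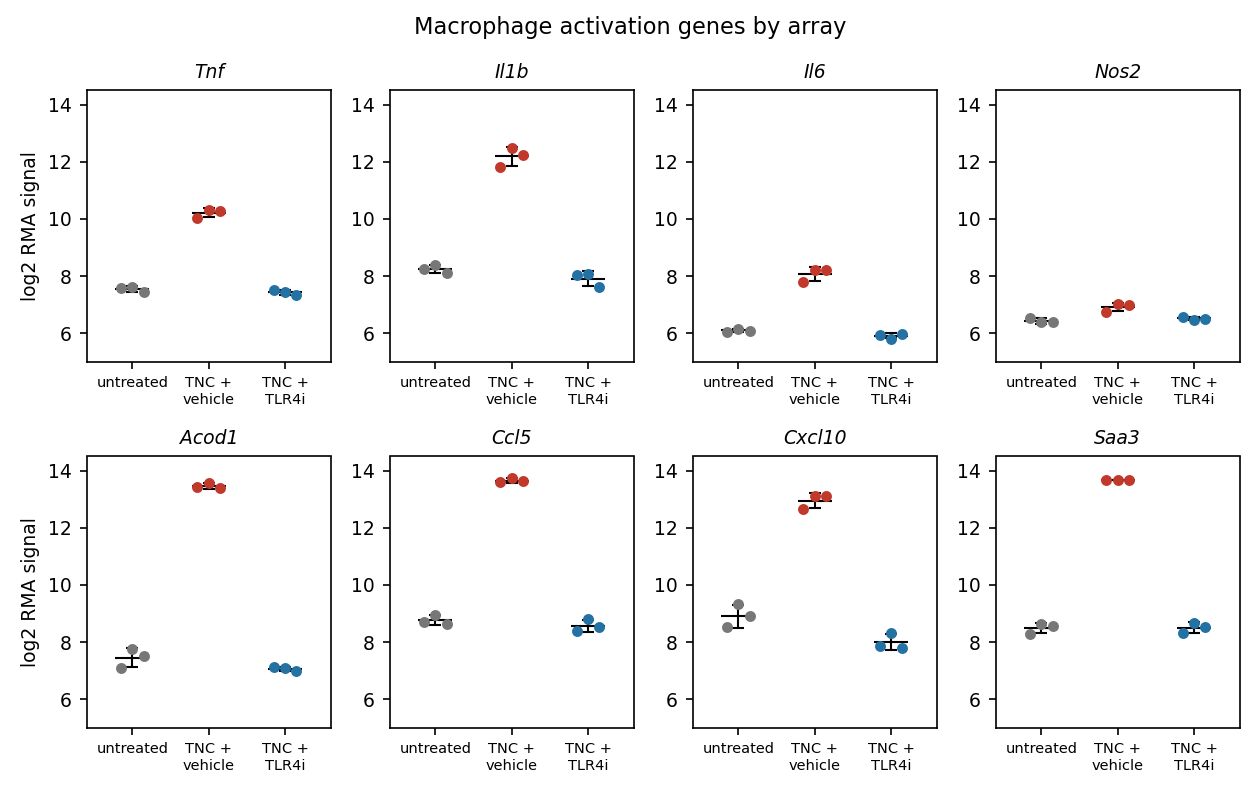
Log2 RMA signal of 8 genes in each array (points), by group, with the group mean (wide line) and SD (bars), n = 3. The genes rose in TNC + vehicle and fell with TLR4i. Nos2 did so by less than 1.5-fold and was not called (6.44 untreated, 6.92 with TNC, 6.52 with TLR4i).

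Of the 26 chemokines measured, 16 rose, 1 fell (Cxcl5, a neutrophil attractant, log2 change -0.62) and 9 did not pass. The T cell attractants Ccl5 (4.89 ± 0.09), Cxcl10 (4.04 ± 0.17) and Cxcl9 (4.02 ± 0.18) and the monocyte attractant Ccl12 (4.03 ± 0.11) rose most, by 16.3- to 29.6-fold. The fall of Cxcl5 was below the fold threshold without untreated replicate 2 (-0.58) or TNC + vehicle replicate 3 (-0.50). The list median was 0.92 (camera adjusted p = 5.11e-14, and adjusted p = 0.0524 with an estimated correlation). Among 23 inflammatory cytokines 11 rose and 0 fell, with 0 falling also at an unadjusted p under 0.05, and beside Il1b, Tnf and Il6 these included Tnfsf10 (2.34), the death ligand TRAIL. That list's adjusted p was 2.56e-09, and adjusted p = 0.22 with an estimated correlation.

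Interferon-stimulated genes formed the list with the largest median change, 1.74: 37 of 40 rose and 3 did not pass. The guanylate-binding proteins Gbp2 (3.57) and Gbp3 (3.37), the immunity-related GTPase Iigp1 (2.91) and the antiviral GTPase Mx1 (2.91) led it. Camera gave an adjusted p of 2.91e-35, and adjusted p = 0.192 with an estimated correlation. In the NF-kB list 18 of 29 rose, led by Marcksl1 (2.31), an actin-binding protein, the inhibitor Nfkbie (1.80) and the cytokine signalling inhibitor Socs3 (1.77); its adjusted p was 6.45e-14, and adjusted p = 0.123 with an estimated correlation. Of 28 Toll-like receptor components, 6 rose, among them the RNA sensor Tlr3 (1.80), Tlr1 (1.44), the kinase Irak2 (1.18) and Tlr2 (1.11), for an adjusted p of 0.0214, and adjusted p = 0.328 with an estimated correlation. The receptor itself did not pass the fold threshold: Tlr4 differed by -0.36 and its co-receptors Cd14 and Ly96 by 0.47 and -0.28 (limma adjusted p = 0.00359, 0.000224 and 0.0306).

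Metabolic genes also changed. In the list of nitric oxide, arginine and prostaglandin synthesis 9 of 17 rose, led by genes with other known roles, Acod1, the medium-chain fatty acid receptor Gpr84 (4.02) and the mitochondrial superoxide dismutase Sod2 (2.48), and by Gch1 (2.03), which makes the cofactor of nitric oxide synthase. Its adjusted p was 3.71e-11, and adjusted p = 0.0503 with an estimated correlation. Sterol synthesis genes rose in 16 of 18 cases with a median of 1.18, from Idi1 (1.71), Cyp51 (1.70) and Hsd17b7 (1.61) to Fdft1 (1.59), enzymes spread along the route from isoprenoids to cholesterol. That list had an adjusted p of 1.01e-17, and adjusted p = 0.186 with an estimated correlation. Of 22 genes of glycolysis and hypoxia 3 rose, the glucose transporter Slc2a1 (1.18), the hexokinase Hk2 (0.68) and Pfkp (0.62), and the hypoxia-induced Ndrg1 fell by 1.01 (adjusted p = 0.00842, and adjusted p = 0.22 with an estimated correlation). Averaging a gene's probe sets took Pfkp to 0.45, below the fold threshold. In the oxidative stress list 7 of 17 rose, with the metal-binding Mt2 (1.49), Txnrd1 (1.07) and Srxn1 (1.06), which keep thiols reduced, in the lead (adjusted p = 0.000135, and adjusted p = 0.328 with an estimated correlation).

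In the acute phase list 9 of 23 rose and 1 fell, and the rise of Saa3, a serum amyloid, was 36.4-fold (5.19 ± 0.09) and that of Clec4e, a receptor for mycobacterial glycolipid, 21.1-fold. Its adjusted p was 1.75e-08, and adjusted p = 0.0503 with an estimated correlation. Among 24 genes of antigen presentation 11 rose and 4 fell: the costimulatory receptor Cd40 (3.83), the adhesion molecule Icam1 (2.07) and the inhibitory ligand Cd274 (1.91) rose, and Ciita, the master regulator of MHC class II, fell by 1.87. The list had an adjusted p of 3.32e-05, and adjusted p = 0.283 with an estimated correlation. Of 18 cell death and inflammasome genes 8 rose and 1 fell, with the necroptosis effector Mlkl (2.19) and the lipopolysaccharide sensor Casp4 (1.49) highest (adjusted p = 3.97e-06, and adjusted p = 0.0524 with an estimated correlation). Matrix genes went both ways, 8 of 32 rising and 3 falling. The metalloproteinases Mmp14 (2.44) and Mmp13 (2.04) were among those that rose, and the list was not called by camera (adjusted p = 0.138) but was by fry (0.0112).

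The alternative activation list fell, with 9 of 23 members lower and 0 higher, or 2 higher at an unadjusted p under 0.05. Clec10a fell by 2.77, the mannose receptor Mrc1 by 1.05, the matrix protein Tgfbi by 0.97 and the lipid-sensing receptor Pparg by 0.91 (camera adjusted p = 0.000877, and adjusted p = 0.0863 with an estimated correlation). Of 35 cell cycle genes 5 fell and 1 rose. The replication licensing genes Mcm7 (-1.09), Cdt1 (-0.91) and Gmnn (-0.89) were lower, and the proliferation marker Mki67 was higher (1.32); Cdt1 was below the fold threshold when probe sets were averaged (-0.51). The list's adjusted p was 0.00138, and adjusted p = 0.51 with an estimated correlation. Outside these lists the largest falls were in Arhgap18 (-2.47), Rasgrp3 (-2.38), the sialyltransferase St6gal1 (-2.25), the cytokine Il16 (-2.09), Rcbtb2 (-2.08) and Tcp11l2 (-1.99).

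Markers of macrophages went both ways, with the phagocytic receptors Timd4 (2.83-fold) and Fcgr1 (log2 change 0.94) higher and the chemokine receptors Ccr2 (-1.40) and Cx3cr1 (-1.24) and the ligand Gas6 (-1.16) lower (adjusted p = 0.559). Few markers of other cell types passed. Klrk1, an activating receptor, rose by 2.06 in the NK cell list, where 1 of 9 genes passed, or 2 when adjusted over the list alone. Cd28, a costimulatory receptor, fell by 2.36 among 9 T cell genes from a high untreated level of 11.79 ± 0.10. Ighm fell by 1.05 among 11 B cell genes, a call lost when its probe sets were averaged (-0.14). The histidine decarboxylase Hdc rose by 0.98 among 9 mast cell genes, and in the dendritic cell list Bst2 rose by 1.04 and Tcf4 fell by 0.75. The neutrophil, fibroblast and erythroid lists and the sex-linked list had 0 called genes; at an unadjusted p under 0.05 they had 2, 3, 1 and 0 higher and 3, 2, 2 and 1 lower, and fry called the sex-linked list (adjusted p = 0.0264) and not the others. Of these lists none was called by camera, while fry also called the T cell, B cell, NK cell and mast cell lists (adjusted p = 0.0362, 0.00328, 0.00127 and 0.012). The lists of the unfolded protein response (0 of 20 genes called, 7 higher and 4 lower at an unadjusted p under 0.05; adjusted p = 0.358), lysosome (1 higher, 2 lower; 0.1) and cholesterol efflux (3 higher, 1 lower; 0.352) were not called by camera either, and fry called the last (0.023). In the T cell, erythroid and niche factor lists the median lay above 0 and the mean below it.

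Endothelial markers were called as a list (median 0.33; adjusted p = 0.0214, and adjusted p = 0.522 with an estimated correlation; not called by fry, 0.095), with 1 of 12 genes passing, the growth factor receptor Kdr (1.63). This list moved with 1 array. In TNC + vehicle replicate 1 the 12 markers had a median 0.58 above the other TNC + vehicle arrays, and 11 of 12 were higher, while Kdr differed by -0.58 there. The tight junction gene Cldn5 was 7.72 in that array and 6.56 in the others, and the adhesion gene Pecam1 7.45 and 6.42. Fibroblast markers were 0.18 higher in the same array. Tnc itself was 0.54 higher in TNC + vehicle than in untreated cells (adjusted p = 0.165) and 0.15 without that array. Among the study's endothelial niche factors, 1 of 4 passed, Tnfrsf11b, the decoy receptor osteoprotegerin, which fell by 0.64 (adjusted p = 4.25e-05; -0.39 when its probe sets were averaged, below the fold threshold), and Inhbb (0.29), Lama1 (0.22) and Scgb3a1 (-0.11) did not (adjusted p = 0.15, 0.056 and 0.433; list adjusted p = 0.865).

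**Figure D3:**
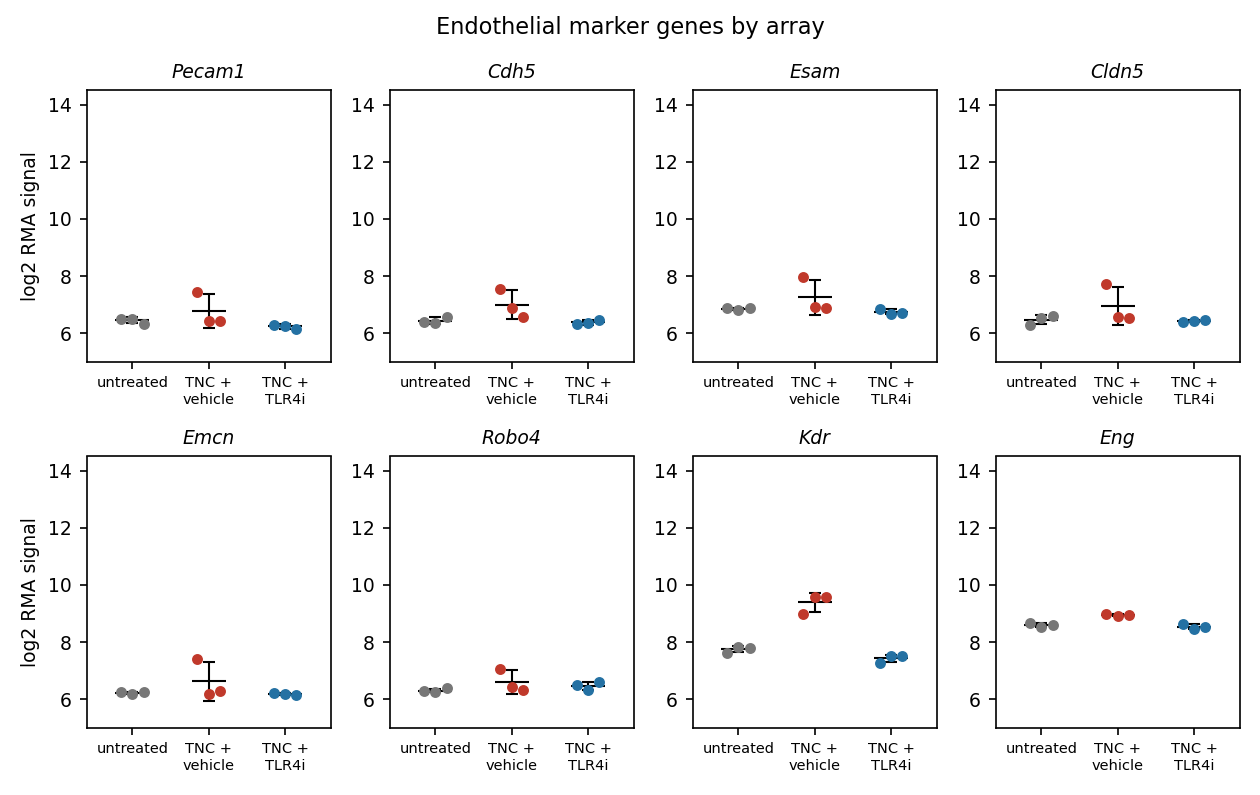
Log2 signal of endothelial markers in each array, by group. Over all 12 measured markers, drawn or not, 11 were higher in TNC + vehicle replicate 1 than the mean of the other TNC + vehicle arrays. The median difference over the 12 was 0.58.

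Of the secreted proteins that the study chose on these samples, 52 of 53 measured rose and 0 fell, at a median of 1.36 (adjusted p = 4.77e-46, and adjusted p = 0.0524 with an estimated correlation); chosen on the same arrays, the list is not independent evidence of its direction, and 52 passed when adjusted over the list alone. Its member Igfbp3, chosen after its values were seen, was 9.21 in TNC + vehicle replicate 1 and 7.26 and 7.39 in the others.

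Together 16 of the 31 lists were called by camera, 14 higher and 2 lower, and 22 by fry. With an estimated correlation 0 were called, with 8 at an unadjusted p under 0.05 and a lowest adjusted p of 0.0503. The counts of called members were the same when adjusted over each list alone, except for the NK cell list. For 42.3% of genes the 2 groups did not overlap, where chance gives 10%. The mean of a gene's probe sets in place of the brightest gave 578 higher and 483 lower genes. Cyclic loess gave 736 and 638, so both turned the balance of calls. Without TNC + vehicle replicate 1, 714 genes were higher and 829 lower. In a count made after the data were examined, 662 of the 680 and 713 of the 736 calls were kept there.

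**Figure D4:**
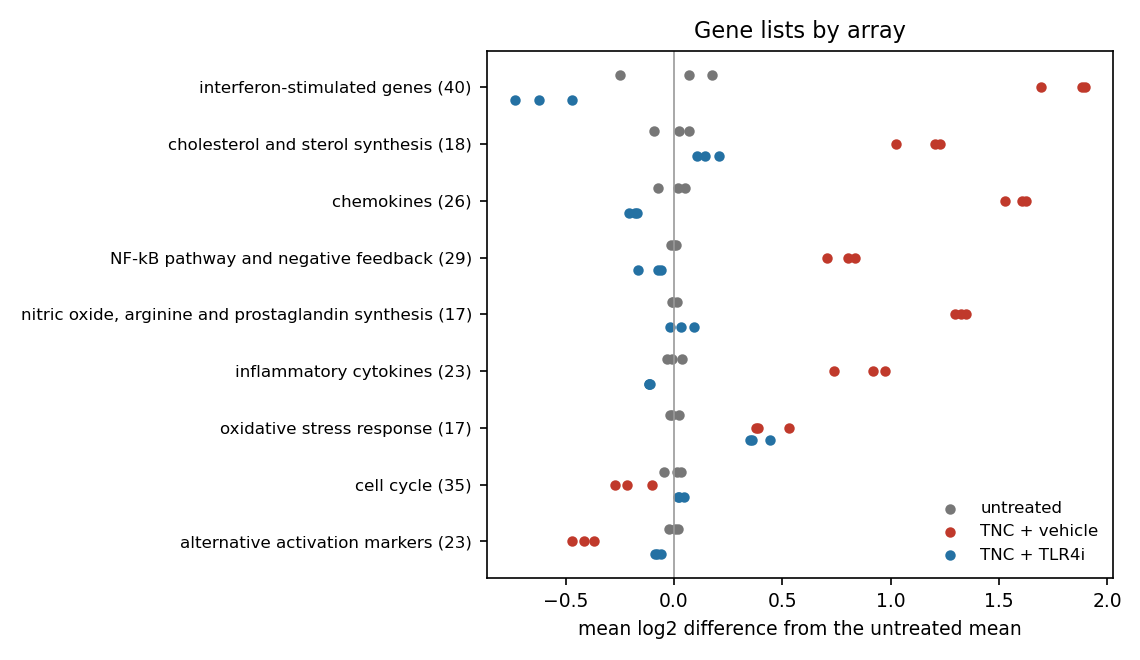
Log2 differences of gene lists between the groups. By the median change over its members, the interferon list changed most with TNC (1.74). Its median change was -2.36 for TLR4i against TNC alone and -0.58 for TNC + TLR4i against untreated.

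The second comparison asked which part of the TNC response the TLR4 inhibitor removed. With TLR4i the inflammatory programme was largely gone: Acod1 was at 7.06 ± 0.07 (SD, n = 3) against 13.47 ± 0.09 with TNC alone, 84.8-fold lower, and Tnf, Il1b and Il6 fell 6.91-, 19.4- and 4.50-fold. Falls were called in 39 of 40 interferon-stimulated genes, 17 of 26 chemokines and 16 of 18 sterol synthesis genes (adjusted p = 0.118, 0.0434 and 0.118 with an estimated correlation), and genes that TNC had lowered, such as Arhgap18 and Clec10a, rose. In all, 774 genes were higher and 736 lower than with TNC alone. The balance turned after cyclic loess (634 higher, 825 lower), with averaged probe sets (498 and 628) and at a minimum of 2-fold (187 and 377).

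The largest falls after Acod1 (log2 change -6.41 ± 0.07 SE; limma adjusted p = 2.81e-13) were in Saa3 (-5.18 ± 0.09), Ccl5 (-5.08 ± 0.10), Cxcl10 (-4.96 ± 0.14), Ccl12 (-4.69 ± 0.08), Clec4e (-4.51 ± 0.09), Gbp2b (-4.50 ± 0.07) and Gbp3 (-4.28 ± 0.09). Nos2 differed by -0.40 (adjusted p = 0.00314), short of the fold threshold. Cd14 fell by 0.61 (adjusted p = 2.29e-05), while Tlr4 and Ly96 differed by 0.38 and 0.32 (adjusted p = 0.00219 and 0.0168) without reaching 1.5-fold. The largest rises were in Arhgap18 (2.36 ± 0.08), St6gal1 (4.92-fold), Clec10a (2.25 ± 0.21), Rasgrp3 (2.20 ± 0.13), the inhibitory receptor Cd300a (4.28-fold), Cd28 (2.09 ± 0.10), Rcbtb2 (2.07 ± 0.08) and Angptl4 (1.95 ± 0.11), an inhibitor of lipoprotein lipase.

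Of 40 interferon-stimulated genes 39 fell, at a median of -2.36, including Iigp1 (-4.06) and Ifit1 (-3.87), whose protein binds viral RNA. Of 26 chemokines 17 fell, of 23 cytokines 12, of 29 NF-kB genes 18 and of 18 sterol synthesis genes 16, among them Idi1 (-1.49) and Cyp51 (-1.42); in these lists 0 genes were called higher, with 0, 2, 0, 2 and 0 higher at an unadjusted p under 0.05. Camera's adjusted p was 4.12e-46 for the interferon, 1.82e-17 for the chemokine, 4.2e-09 for the cytokine, 8.94e-15 for the NF-kB and 1.63e-16 for the sterol list. The chemokine list kept its call with an estimated correlation (adjusted p = 0.0434), and the other 4 had an adjusted p = 0.118 with an estimated correlation.

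In the list of nitric oxide, arginine and prostaglandin synthesis 10 of 17 genes fell (adjusted p = 1.07e-09, and adjusted p = 0.116 with an estimated correlation). Of 23 acute phase genes 9 fell and 1 rose (5.28e-08, and adjusted p = 0.0434 with an estimated correlation), and of 18 cell death genes 8 fell and 1 rose (1.72e-07, and adjusted p = 0.0564 with an estimated correlation), with Mlkl at -2.29. In antigen presentation 10 of 24 fell and 2 rose (1.55e-07, and adjusted p = 0.118 with an estimated correlation), with Cd40 at -4.11. Toll-like receptor components fell in 6 of 28 cases and rose in 1 (0.0232, and adjusted p = 0.37 with an estimated correlation), and glycolysis genes fell in 4 of 22 and rose in 1 (0.00805, and adjusted p = 0.249 with an estimated correlation), with Slc2a1 at -1.18.

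Alternative activation genes rose in 8 of 23 cases, among them Tgfbi (1.11), Pparg (0.85) and Mrc1 (0.82), and 1 fell, the anti-inflammatory cytokine Il10 (-0.99); the adjusted p was 0.00451, and adjusted p = 0.118 with an estimated correlation. Cell cycle genes rose in 5 of 35 cases, with Cdt1 (1.14) and Mcm7 (1.09) in the lead, and Mki67 fell by 1.20 (0.000573, and adjusted p = 0.456 with an estimated correlation). In the lysosome list Atp6v0d2 (1.03), Npc1 (0.97) and the acid lipase Lipa (0.92) rose, and Tfec, a transcription factor, fell by 1.95 (adjusted p = 0.0391, and adjusted p = 0.574 with an estimated correlation). Oxidative stress genes were not called as a list: the metal-binding Mt2 fell by 1.26, the cystine transporter Slc7a11 by 0.89 and Keap1, which holds back the oxidative stress response, by 0.78, while the catalase Cat rose by 0.86 (1 of 17 higher, 3 lower; list adjusted p = 0.851). Slc7a11 was at -0.56, below the fold threshold, when its probe sets were averaged. Srxn1 (0.11), Gclm (0.41) and Txnrd1 (-0.17) were not called. Tnfrsf11b rose by 0.62 (limma adjusted p = 0.00215), a call lost without TNC + TLR4i replicate 3 (0.46) and when its probe sets were averaged (0.40). Inhbb differed by -0.43, Lama1 by -0.18, Scgb3a1 by -0.12 and Tnc by -0.54, and none of these 4 was called (adjusted p = 0.0217, 0.171, 0.389 and 0.14). Tnc was at -0.15 without TNC + vehicle replicate 1, and without replicate 2 it was called lower (-0.75; adjusted p = 0.0429).

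Endothelial markers were lower than with TNC alone (2 of 12 called; median -0.43; adjusted p = 0.0151, and adjusted p = 0.558 with an estimated correlation), and this list again moved with TNC + vehicle replicate 1. Kdr fell by 1.96, while Cdh5, a junction gene of endothelium, fell by 0.63 with that array and was at -0.35 without it. Its call was also lost with trend and robust settings (adjusted p = 0.134), with averaged probe sets (-0.34; 0.0587) and without TNC + TLR4i replicate 1, 2 or 3 (0.0944, 0.0736 and 0.0538). Of the secreted proteins chosen by the study, 51 of 53 fell and 0 rose, the same count adjusted over the list alone, which is not independent evidence of their direction (adjusted p = 7.13e-49, and adjusted p = 0.0434 with an estimated correlation).

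Camera called 16 lists, 13 lower and 3 higher, fry called 20, and 3 kept their call with an estimated correlation (chemokines, acute phase and the secreted proteins chosen by the study on these arrays, which is not independent evidence), where 11 had an unadjusted p under 0.05. The other 15 lists had a camera adjusted p of 0.121 or more, and in the T cell, macrophage, erythroid, oxidative stress and cholesterol efflux lists the median and the mean or the test differed in sign. Counts of called members were the same when adjusted over each list alone. The groups did not overlap for 42.2% of genes, where chance gives 10%, and averaging a gene's probe sets gave 498 higher genes.

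The genes that TNC changed were largely those that TLR4i changed back. Of the 680 genes higher with TNC, 624 were lower with TLR4i than with TNC alone (91.8%; 95% Wilson interval 89.5 to 93.6, counting error only), where independent lists of these sizes would share 27.5. Of the 736 lower with TNC, 627 were higher with TLR4i (85.2%; 82.4 to 87.6), where independent lists would share 31.3. Called genes with the same direction in both comparisons numbered 0. Both comparisons use the TNC + vehicle arrays, so opposite chance values are built in: across genes the changes correlated at -0.964, where simulated unchanged groups gave -0.499, with a covariance of -0.151 against -0.0032, a difference of -0.147. Where calls were counted in such simulations, at most 0 genes were called higher in the first comparison and lower in the second. The simulated groups shared the same arrays and gave a covariance of only -0.0032, which argues against sharing as the source of most of this relation. Separate arrays could not be compared, since 3 arrays could not be divided into separate sets of more than 1.

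The median gene that rose with TNC had 105.4% of its rise removed (interquartile range 95.7 to 117%; 105.8 ± 1.26%, SD over the n = 3 inhibitor arrays), and 65.1% of risen genes ended below the untreated mean. For genes that fell the median was 98.9% (88.7 to 108%; 99.0 ± 0.47%, n = 3).

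The third comparison, TNC + TLR4i against untreated, asked what was left of the response. Few genes differed, and they fell into opposite groups. Of 40 interferon-stimulated genes 19 were lower than in untreated cells (adjusted p = 0.129 with an estimated correlation), with Ifit2 at 9.80 ± 0.30 (SD, n = 3) against 11.13 ± 0.55, 2.51-fold lower. The call of Ifit2 was lost with trend and robust settings (limma adjusted p = 0.387). It was also lost without untreated replicate 3 or TNC + TLR4i replicate 1 or 3. On the oxidative stress list 4 of 17 genes were higher (adjusted p = 0.114 with an estimated correlation), with Srxn1, which repairs oxidised peroxiredoxins, at 9.62 ± 0.07 against 8.44 ± 0.01, 2.26-fold higher. In all, 11 genes were higher and 36 lower.

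This comparison and that of TNC + vehicle share the untreated arrays, which favours the same direction in both (simulated unchanged groups correlated at 0.5). Of the 11 higher genes, 7 had also risen with TNC alone, where independent lists would share 0.41. They included Srxn1 (log2 change 1.18 ± 0.06 SE; limma adjusted p = 9.13e-06), Gclm (1.11 ± 0.08; 6.4e-05), a subunit of the enzyme that starts glutathione synthesis, Txnrd1 (0.91 ± 0.06; 6.12e-05) and the glutathione reductase Gsr (0.63 ± 0.08; 0.0036), which make up the 4 of 17 oxidative stress genes that were called, with 0 lower (1 at an unadjusted p under 0.05). The rise of Gclm with TNC alone (0.69) was below the fold threshold without TNC + vehicle replicate 1 (0.58). The list had a median of 0.24 (camera adjusted p = 2.29e-18, and adjusted p = 0.114 with an estimated correlation; fry 0.00418). The other 3 were Pdlim4 (0.84), a cytoskeletal adaptor, Tshz1 (0.70), a transcription factor, and B430306N03Rik (0.71). Slc40a1, the iron exporter ferroportin (0.97), and Angptl4 (0.87) had fallen with TNC and were higher with TLR4i than in both other groups. Averaging probe sets took Angptl4 (0.47) and Tshz1 (0.57) below the fold threshold, and leaving out untreated replicate 3 did so for Gsr (0.55).

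Among the 36 lower genes, 19 were on the interferon list, whose median was -0.58 (19 of 40 lower, or 20 adjusted over the list alone, and 0 higher, with 0 also at an unadjusted p under 0.05; adjusted p = 3.08e-55, and adjusted p = 0.129 with an estimated correlation; fry 0.0447). The largest differences were in Ifit2 (-1.33 ± 0.21; limma adjusted p = 0.0142), Ifit1 (-1.32), the antiviral enzyme Rsad2 (-1.24), Iigp1 (-1.14), Cmpk2 (-1.14), Ifit3 (-1.09), the interferon signalling inhibitor Usp18 (adjusted p = 0.00678) and Ifi47 (-0.98). Of these 36 genes 32 had risen with TNC alone, where independent lists would share 1.35, and the comparisons share the untreated arrays. Across genes the 2 changes correlated at -0.119, where simulated unchanged groups gave 0.5, with a covariance of -0.00493 against 0.00321, a difference of -0.00814. On ranks the correlation was 0.0962, so its sign depends on the measure, and 44.7% of genes had opposite signs, where the simulations gave 33.2%. Chemokines were lower in 3 of 26 cases, Cxcl10 (-0.92), Cxcl5 (-0.75) and Ccl12 (-0.66), for an adjusted p of 1.96e-07, and adjusted p = 0.129 with an estimated correlation. Cxcl5 was not called in 1 fit over all 9 arrays (adjusted p = 0.057), with averaged probe sets (0.0514), without untreated replicate 1, 2 or 3 (0.0613, 0.0969 and 0.112) or without TNC + TLR4i replicate 2 or 3 (0.0766 and 0.077). Ccl12 was not called without untreated replicate 3 (0.0502) or TNC + TLR4i replicate 3 (0.071). Cxcl10 was not called with averaged probe sets (0.0681), nor without untreated replicate 2 or 3 (0.0726 and 0.116) or TNC + TLR4i replicate 1 or 3 (0.175 and 0.161). The 5 genes called in this comparison and not with TNC alone were Tbc1d9 (0.66) and Osgin1 (0.62), which were higher, and Adgre4 (-0.67), Ifitm6 (-0.65) and Rtp4 (-0.59), which were lower; they were chosen after their values were seen.

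**Figure D5:**
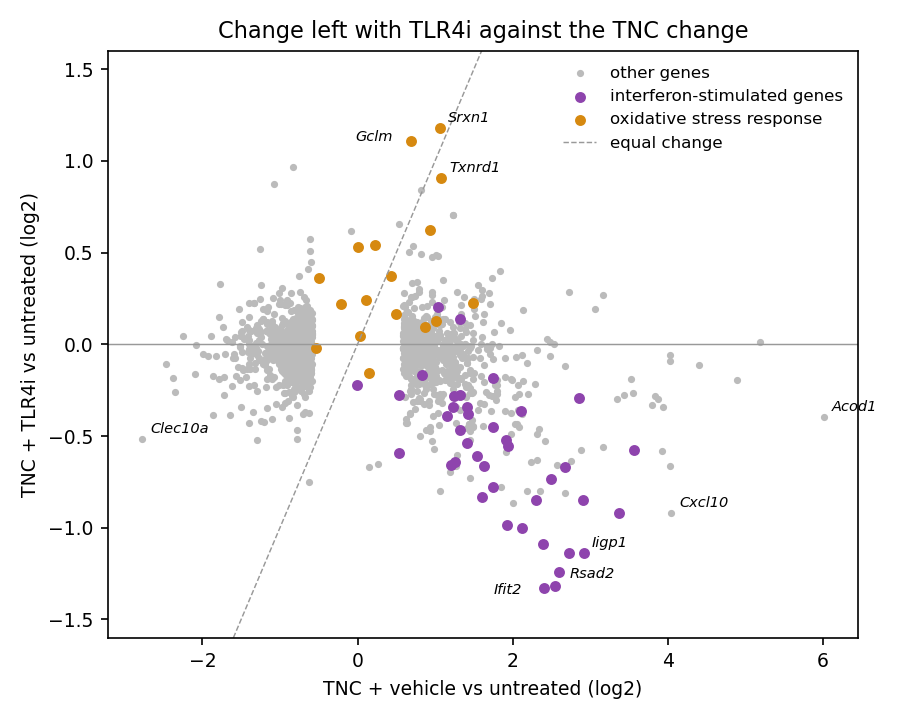
Log2 change of TNC + TLR4i against untreated (vertical) for each gene's change of TNC + vehicle against untreated (horizontal), over genes called in either comparison and members of the 2 coloured lists. Interferon-stimulated genes lie below 0 on the vertical axis, down to -1.33, and Srxn1, Gclm and Txnrd1 lie near or above the line of equal change.

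The activation markers were near the untreated level: Tnf differed by -0.12, Il1b by -0.34, Il6 by -0.19 and Nos2 by 0.09 (limma adjusted p = 0.756, 0.383, 0.453 and 0.83). Tlr4, Cd14, Ly96, Tnc and the 4 niche factors were not called either, with differences from -0.22 for Scgb3a1 to 0.04 for Lama1. Of the study's secreted proteins 3 of 53 were lower, Cxcl10, Fgl2 (-0.80) and Ccl12 (adjusted p = 1.9e-11, and adjusted p = 0.129 with an estimated correlation), which is not independent evidence of direction.

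Camera called 15 lists, 5 higher and 10 lower, 9 of them also by fry and 0 with an estimated correlation, where 9 had an unadjusted p under 0.05. In 11 of the 15 lists 0 genes were called and the medians were small. The sterol list had a median of 0.13 (adjusted p = 4.89e-07, and adjusted p = 0.27 with an estimated correlation), with Cyp51 at 0.28. Cholesterol efflux (0.10), the unfolded protein response (0.04) and lysosome (0.03) were the others with a positive median, at an adjusted p of 0.00729, 0.00391 and 0.025, and adjusted p = 0.129, 0.129 and 0.424 with an estimated correlation. Antigen presentation (-0.17), NF-kB (-0.08), neutrophil (-0.07), cell death (-0.07), macrophage (-0.06), alternative activation (-0.06) and cytokine (-0.06) lists had negative medians, with an adjusted p of 9.44e-06, 9.44e-06, 0.0265, 0.00729, 0.0055, 0.0364 and 0.000619, and adjusted p = 0.237, 0.181, 0.27, 0.129, 0.129, 0.181 and 0.162 with an estimated correlation. Called members in these 11 lists numbered 0 by limma, with 7, 6, 6, 3, 0, 2, 0, 0, 1, 4 and 0 higher and 0, 1, 1, 1, 12, 9, 1, 6, 6, 7 and 7 lower at an unadjusted p under 0.05, in the order given. In the T cell, B cell, glycolysis, dendritic cell, mast cell and erythroid lists, none of them called, the median and the mean or the test differed in sign.

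The count of lower genes depended on single arrays. It was 20 without untreated replicate 3, 21 without TNC + TLR4i replicate 1 and 23 without TNC + TLR4i replicate 3. Of these, 19, 20 and 22 were among the 36, and Ifit2, Ifit3 and Cxcl10 were not called in any of these fits. The interferon list had 12, 11 and 12 members called lower in these fits, against 19 with all arrays. The list median stayed at -0.54, -0.53 and -0.57. With eBayes trend and robust settings 20 genes were lower and Ifit1, Ifit2, Ifit3, Rsad2, Cmpk2, Usp18, Cxcl10 and Cxcl5 were not called. Averaging probe sets gave 23, and treat against 1.5-fold called 0 lower and 1 higher, with 18 and 7 at an unadjusted p under 0.05. The groups did not overlap for 15.2% of genes, where chance gives 10%.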

Values the study reported

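The study reported that TNC induced 75 genes of secreted proteins in macrophages, and that 54 of them depended on TLR4.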

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

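Tests chosen only after the result was seen were the endothelial cell, RNA quality and tenascin C response tests of the array that stands apart, the test for a TLR4 signal in untreated cultures, and all tests of the oxidative stress pattern.

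Control probe sets outside the gene tests gave a signal in 1 array. The transferrin receptor control of the array was higher in TNC + vehicle replicate 1 than in the highest untreated array, by 0.618 at its 3' end, 0.711 at its 5' end and 0.77 in its middle (log2).

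The first pattern weighed is the set of endothelial genes in TNC + vehicle replicate 1. A technical explanation through RNA quality was argued against by the GAPDH and actin controls. Their 3' minus 5' signal differed by at most 0.026 between this array and the mean of the other TNC + vehicle arrays. The argument rests mainly on GAPDH, because the actin 3' probe set read 14.443 in all 3 TNC + vehicle arrays, near the array maximum of 14.691. A response to TNC was argued against by those other arrays, whose 12 endothelial markers had a median only 0.074 above untreated cells. Some endothelial cells in that culture remain a candidate explanation. The markers had a median 0.579 above the other TNC + vehicle arrays, with Emcn at 7.41 against 6.24. That value restates the pattern and is no separate evidence for such cells. Medians of 8 other marker lists differed by -0.17 to 0.04 and fibroblast markers by 0.18. None of the 12 markers is on another list, Kdr and Eng did not follow the others (differences of -0.58 and 0.04), and the genes raised by TNC rose there by 90.0% of the rise in the other arrays.

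The second pattern is the interferon list below the untreated level with TLR4i. A single untreated array with a high interferon signal was argued against, because the list median stayed between -0.697 and -0.499 whichever untreated array was left out. Normalization was argued against too, since the median was -0.601 after cyclic loess and 922 genes matched on expression had a median of 0.015. A TLR4 signal already present in the untreated cultures may remain: 42 cytokine, chemokine and NF-kB genes raised by TNC and outside the interferon list had a median of -0.145, and 36 of them were lower than untreated. No group labelled as inhibitor alone or vehicle alone was there to test an effect of the inhibitor or the vehicle on interferon genes by itself.

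The third pattern is the oxidative stress list above the untreated level with TLR4i. An incomplete block of the TNC response was argued against by 259 other genes with a rise of the same size, which kept a median of -3.9% of it (interquartile range -15.6 to 5.4%). The 4 called members lay a median of -0.026 from their level with TNC alone, but they were picked for lying above untreated and went both ways (Gclm 0.41, Gsr -0.31), and the list members Mt2, Slc7a11 and Keap1 fell with TLR4i, so this value is no evidence for a TNC effect that bypasses TLR4. That effect and a response to the inhibitor itself both stay open, because 0 arrays held the inhibitor alone.

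Other splits of the 6 arrays of a comparison into 3 and 3 number 10 with the real one, too few for a share under 0.05. In each comparison 1 of the 10 splits, the real one, gave as many called genes: 1416 with TNC, 1510 for TLR4i against TNC alone and 47 for TLR4i against untreated, where the highest other split gave 0 by limma. At an unadjusted p under 0.05 and 1.5-fold, the real splits gave 1419, 1514 and 51 and the highest others 8, 8 and 15.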

How the results depend on the processing

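Tests chosen only after the data were examined were the calls kept without TNC + vehicle replicate 1 and the shared calls without 3 single arrays, given with their comparisons above. Of 7468 checks of named genes under the alternatives, 7209 kept their side of the thresholds, 165 lost the call and 94 gained it. These checks follow the calls, so they do not show whether uncalled genes with a change near 0 kept their sign. The values that moved follow, and the cause was not tested unless the alternative's own construction gives it. With no minimum fold, TNC raised 2201 genes and lowered 2915, TLR4i against TNC alone gave 3104 higher and 2076 lower, and TLR4i against untreated 54 and 92; the shares reversed were 78.8% of rises and 87.8% of falls, with medians of 98.1% and 100.5% removed. With a minimum of 2-fold these counts were 339 and 179, 187 and 377, and 2 and 6, 87.7% of falls were reversed and the median rise removed was 108.6%. Treat gave 397 and 252, 267 and 441, and 1 and 0 (7 and 18 at an unadjusted p under 0.05), with 94.2% of rises reversed and 107.7% removed. The mean of a gene's probe sets gave 578 higher and 483 lower with TNC, 498 higher and 628 lower with TLR4i, 23 lower against untreated and 107.0% of the rise removed. Against untreated, 20 genes were lower with trend and robust settings and 22 at an adjusted p under 0.01. Cyclic loess gave 82.0% of falls reversed and 96.6% removed. Like the mean of probe sets, it turned the balance of calls. It gave 736 higher and 638 lower with TNC, and 634 higher and 825 lower for TLR4i against TNC alone. The minimum of 2-fold and treat also turned this balance in both comparisons. For TLR4i against TNC alone, leaving out TNC + vehicle replicate 2 turned it too, to 717 higher and 728 lower. Which direction holds more genes thus depends on the scaling, on how probe sets are combined and on the fold threshold. The estimated correlation left 0, 3 and 0 lists called, and fry called 9 in the third comparison.

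Leaving out each array in turn gave 666 to 714 genes higher and 690 to 829 lower with TNC, 717 to 878 higher and 719 to 758 lower for TLR4i against TNC alone, and 10 to 15 higher and 20 to 51 lower against untreated. The shares reversed ran from 90.6% to 93.2% of rises and 82.2% to 86.2% of falls, the medians removed from 104.2% to 106.6% and 97.4% to 99.9%, and the lists called from 16 to 17, 14 to 16 and 13 to 15. With the replicate number as a block, 1416, 1513 and 51 genes were called against 1416, 1510 and 47 without it, and all of the latter were kept; it changed no call of a named gene. The numbers did not pair the arrays: the deviations of same-numbered arrays correlated at -0.096 to 0.136, over 0.1 in 1 of 9 pairs. In 4 of these 9 pairs the correlation was above the best with another number. The RMA floor limits dim genes such as Il6 and Nos2, whose folds are understated.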

Other observations

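The tests of gene families below, and the genes named with them, were chosen only after the result was seen, and no explanation was tested for them.

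In some groups of genes that share a symbol stem, more members rose with TNC than independent draws would give, over 307 stems with at least 8 measured genes. The Schlafen genes, which include restrictors of viral translation, had 8 of 9 members higher than untreated (Fisher's exact test, one-sided, adjusted p = 1.96e-08), among them Slfn5 (1.46), and the same number were lower with TLR4i than with TNC alone. Of 11 genes of the Parp family, which attach ADP-ribose to proteins, 4 were higher (adjusted p = 0.0454), including Parp14 (1.21). In the Ifi stem 7 of 13 were higher (adjusted p = 2.85e-05), while Ifi30 and Ifi27 fell. Related genes can share probe signal, so members of a stem are not independent.

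The Ccl, Cxcl and Il stems, which hold chemokines, interleukins and their receptors, had 9 of 18, 6 of 13 and 11 of 73 members higher with TNC (Fisher's exact test, one-sided, adjusted p = 1.49e-06, 0.000561 and 0.0081). Members that fell were Cxcl5 in the Cxcl stem and Il7r, Il6ra, Il6st, Il17ra and Il16 in the Il stem.

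Osgin1, chosen after its values were seen, was called higher with TLR4i than in both other groups, as were Slc40a1 and Angptl4. It differed by -0.08 between TNC + vehicle and untreated, by 0.70 between TLR4i and TNC alone, and by 0.62 between TLR4i and untreated.

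The study's list of 54 secreted proteins was chosen by the study for a rise with TNC and a fall with TLR4i on these arrays, and its full set of secreted proteins was not analysed here, so the counts that follow are not counterparts of its totals. At an adjusted p under 0.05 by limma, 52 of the 53 measured secreted proteins on the study's list were at least 1.5-fold higher with TNC, and 43 of them were also at least 2-fold below that level with TLR4i.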
